A study of Mus musculus with 8 samples. Its data were reported in "Mammalian RNase H1 directs RNA primer formation for mtDNA replication initiation and is also necessary for mtDNA replication completion" (2022).

How the data were processed

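Small RNA libraries from the hearts of 24-week-old C57BL/6 mice were compared between 2 genotypes, with 4 wild-type libraries and 4 libraries of *Rnaseh1* knockout mice, in which Cre recombinase under the muscle creatine kinase promoter removes an exon of the gene in heart and skeletal muscle. The sources differ on the starting RNA: the sample labels give heart tissue, whereas the methods of the paper describe RNA from isolated heart mitochondria for this assay, and the names of the columns per library in the deposited files begin with mtRNA. Both readings are kept open here. The labels number the libraries within a genotype, and the paper describes 4 animals per group for this assay. The labels name the controls +/+, whereas the paper writes its heart controls as L/L, with loxP alleles and no Cre. They are called wild type here.

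The authors aligned single-end reads to mm10 with Bowtie2 version 2.3.4.1 at default settings, which reports 1 place for a read that matches several places equally well. They counted reads per gene, by strand, with featureCounts version 1.6.3 on Ensembl release 94 for GRCm38 with a mitochondrial annotation of their own, and compared the genotypes with DESeq2 version 1.18.1 in R version 3.5.1. The mean per feature was deposited as a signal, namely the read count divided by a size factor for each library and averaged by the authors over all 8 libraries. It is called the authors' mean below. The authors deposited a log2 fold change and its standard error for each feature, and the Wald statistic, a score equal to the fold change over its standard error. The authors also deposited a p-value and an adjusted p-value for each feature tested. The deposited table names no direction for its fold changes. They were read as knockout over wild type, because the paper describes short mitochondrial transcripts as lower in the knockout and every mitochondrial fold change in the table was negative. The reading was checked on averages labelled by genotype that the authors deposited for 23 mitochondrial features below a second sheet. The knockout average was the lower in all 23, and its log2 ratio to the wild-type average differed from the deposited fold change by at most 0.33.

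The deposited p-values were checked against the normal distribution of the Wald statistic, with a largest difference of 4.61e-15, and the adjusted values against the Benjamini-Hochberg procedure, with a largest difference of 2.55e-15. Of 54531 features in the table, 14456 had a mean above 0 and a p-value. DESeq2, as run by the authors, left 2727 of these with an adjusted p-value, which were the features tested here. The lowest authors' mean among them was 1.45 and the median was 2.74, so most features tested were covered by few reads. Features with an adjusted p-value under 0.05 were taken as changed. Coordinates are those of the authors' deposited table on GRCm38. A GENCODE annotation of that build held 54372 of the features, and 53462 of them (98.3%) had the same start and end. That annotation was used to find snoRNA genes inside other genes, and its transcript sequences were used to compare a pair of snoRNA-class genes.

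The second deposited sheet holds 8 columns of values per library. Their names match no library title and show no genotype, so these columns could not be assigned by name and were not used here. They had at first been matched to the genotypes through the averages below the sheet, and results had been computed from them. That matching and those results were set aside, and no value here comes from these columns. The alternatives and explanations chosen after the data had been seen were chosen with those results known. Without columns assigned to libraries, the tests planned before the data were examined could not be run. These were limma on log2 values, exact permutation tests of shares and ratios per library, gene set tests with an estimated correlation, and fits leaving out each library. The authors' test stands in their place. The depth of each library is not analysed here, no value per library is given, and neither library outliers nor other splits of the libraries are reported here.

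From the deposited values, counts of changed features, medians over classes of RNA and over gene lists, and the tests below were computed with Python version 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1) and R version 4.3.3. The mean of each genotype was derived from the authors' mean and fold change, given equal numbers of libraries, and summed into a share per class of RNA. Such shares are called implied shares and have no error. A fold change is also given as a percentage of wild type. For gene lists fixed before the data were examined, members passing the authors' adjustment were counted, and members passing Benjamini-Hochberg over the members' own p-values were counted as adjusted over the list alone. The 18 lists with at least 3 members tested were compared with all other features tested by camera on the Wald statistic (limma version 3.58.1, preset correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over the 18 lists. The correlation between members could not be estimated without values per library, so the preset correlation was raised in steps until each call was lost. Classes of mitochondrial RNA were compared by two-sided permutation tests across features, exact for the tRNAs of each strand and with 100000 resamples otherwise. Correlations with the distance from the promoter were tested in the same way, exactly for fewer than 10 features. Features of a single transcript are not independent replicates, and such tests describe the features of these libraries. Figures were drawn with matplotlib version 3.10.9.

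The genes named were chosen by a rule set before the data were examined. It took *Rnaseh1*, mt-Rnr1, mt-Rnr2 and mt-Nd6, and the 2 members with the largest and the 2 with the smallest change among mitochondrial tRNAs and mRNAs. It also took the 6 miRNA genes, 6 protein-coding genes and 3 other features that rose most and that fell most among changed features with a mean of at least 20, up to 4 members of each list with the smallest p-value, and the 5 features with the highest mean. The rule's further condition, that the genotypes do not overlap, needed values per library and was left out. Other genes named as examples of a list or group were chosen after their values were seen.

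The list test and the counting of calls were tested on simulated data with the deposited standard errors, 200 of 2727 features changed and 50 rounds. Features were drawn independently, so the rates for lists do not cover lists with correlated members. Of features changed 2-fold, 4.68% were called, and of those changed 4-fold and 8-fold, 24.8% and 52.4%. Wrong calls made up 4.12% of calls. The simulated statistics were drawn from normal distributions, so this rate follows from the adjustment. It gives no check of the deposited calls at low means. A list of 20 features shifted by 1 on the log2 scale was called in 98% of rounds, and lists without a shift had p under 0.05 in 1.4% of tests. A feature without a call may therefore differ considerably between the genotypes at these depths.

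The alternatives tried were no filter on the mean, means of at least 10 and at least 50, fold changes centred on snoRNAs or on features outside mtDNA, fold changes scaled to the implied total of each genotype, camera on ranks, with a preset correlation of 0.05 or without mtDNA features, and gradients by rank or without the 2 genes nearest the promoter.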

Results

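RNase H1 degrades the RNA strand of RNA-DNA hybrids and has been reported in the nucleus and in mitochondria. The paper found none in the nuclear fraction of a human cell line but does not exclude a minor nuclear portion. Short RNAs were sequenced from hearts of 24-week-old mice, with 4 wild-type and 4 *Rnaseh1* knockout libraries, to ask how loss of the enzyme alters short transcripts of mitochondrial DNA (mtDNA). The authors' deposited table listed *Rnaseh1* itself (ENSMUSG00000020630, chromosome 12, 28649602 to 28659589) with a mean of 0 and no fold change. The gene therefore gave no check of the genotypes in these libraries. Small RNA libraries hold only fragments of mRNAs and of the mitochondrial rRNAs. Values for nuclear and mitochondrial mRNAs and for mitochondrial rRNAs below count such fragments and need not follow the level of whole transcripts.

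Short RNAs encoded by mtDNA fell throughout the mitochondrial genome in knockout hearts, while the largest increases among abundant features, as scaled by the authors, were in snoRNAs. Of 2727 features tested in the authors' deposited table, 162 changed, 79 higher and 83 lower in the knockout. The lower group held 30 of the 36 mtDNA features and 53 features encoded in the nucleus, and no mtDNA feature rose, even at an unadjusted p under 0.05 (0 features) by DESeq2. Summed over classes of RNA, the implied share of mtDNA features was 10.7% in wild type and 0.793% in the knockout, from the authors' deposited table. The split into higher and lower depended on the scaling. Scaling to the implied total of each genotype gave 14 higher and 315 lower, centring on snoRNAs 20 and 236, and centring on features outside mtDNA 61 and 104. Of the 162 changed features, 33 had an authors' mean under 10, and their fold changes rest on few reads.

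**Figure D1:**
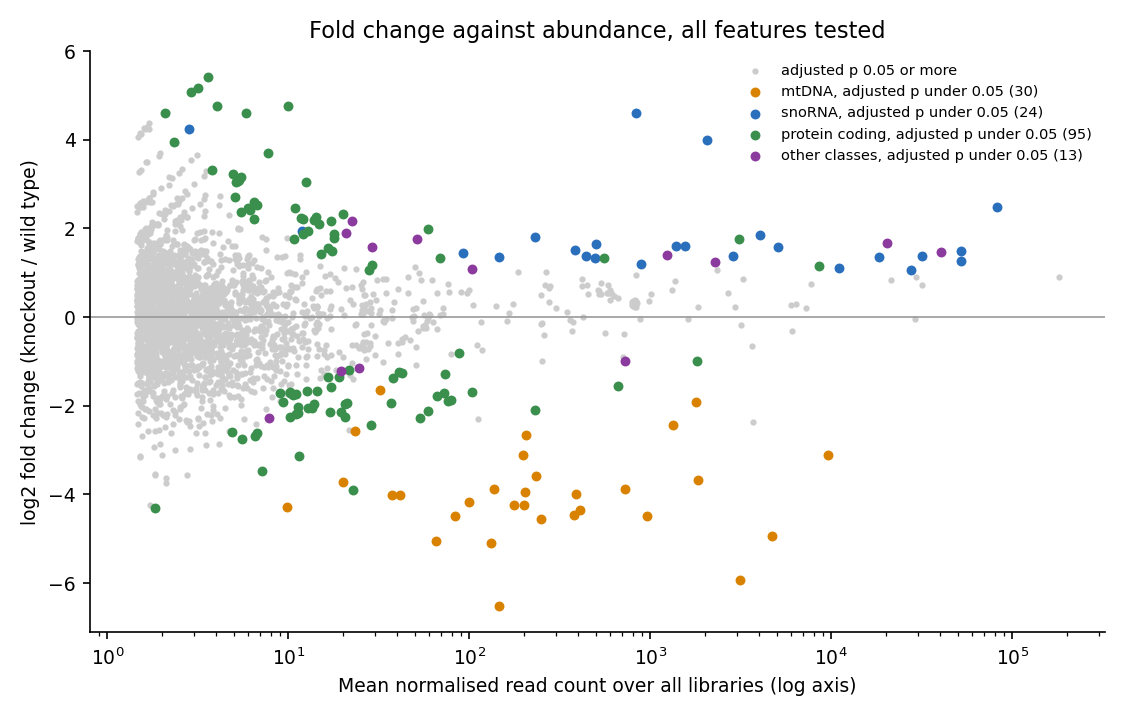
log2 fold change of knockout over wild type against the authors' mean normalised read count over all libraries (log axis), a point per feature tested in the authors' deposited table. Colours mark the classes of the 162 changed features: the 30 mtDNA features all lie below 0 and the 24 snoRNAs all lie above it as scaled by the authors, whereas scaling to the implied totals moves the median of abundant snoRNAs from 0.73 to -0.16.

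All 11 mRNA features of mtDNA, both rRNAs and 16 of 22 tRNAs fell. The median log2 fold change in the authors' deposited table was -4.00 for mRNAs, -3.40 for rRNAs and -3.42 for tRNAs. Adjusted over the list alone, the same counts were 11 mRNAs, 2 rRNAs and 21 tRNAs. Among mRNAs, mt-Nd3 (complex I, positions 9459 to 9807) fell most, by 5.10 on the log2 scale (SE 0.40, adjusted p = 4.6e-34) in the authors' deposited table, to 2.91% of wild type. mt-Cytb of complex III (14145 to 15288) fell by 4.55 (SE 0.34) and mt-Nd1 (2751 to 3705) fell by 3.58 (SE 0.34) in the authors' deposited table. The mRNA of the light-strand promoter, mt-Nd6 (13030 to 14070), fell by 1.65 (SE 0.38, adjusted p = 0.000704) in the authors' deposited table and kept 31.9% of wild type. The rRNAs of the small and large mitochondrial ribosomal subunit, mt-Rnr1 and mt-Rnr2, fell by 3.67 (SE 0.38) and fell by 3.12 (SE 0.38) in the authors' deposited table. The 7S RNA, a short transcript made from the light-strand promoter and chosen after its value was seen, fell by 5.94 (SE 0.34, adjusted p = 9.3e-67) in the authors' deposited table and kept 1.63% of wild type. The camera test (adjusted over 18 lists) placed tRNAs (adjusted p = 1.2e-55), mRNAs (adjusted p = 1.1e-112) and the 9 tRNA and mRNA features of the light-strand promoter (adjusted p = 4.5e-21) below other features. These p-values use the preset correlation, and camera on ranks gave adjusted p of 1.4e-11, 2.2e-07 and 3.9e-06. The 9 features are also members of the tRNA and mRNA lists and no separate support. Of the light-strand features, 7 fell over all features and 9 adjusted over the list alone, with a median of -3.12 and with mt-Tn at -4.24 (SE 0.48), mt-Tp at -4.18 (SE 0.45) and mt-Te at -3.12 (SE 0.49) in the authors' deposited table.

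The tRNAs fell by very different amounts. mt-Ty, the tyrosine tRNA (5260 to 5326), fell by 6.52 (SE 0.55, adjusted p = 6.1e-30) in the authors' deposited table and kept 1.09% of wild type. The tryptophan tRNA mt-Tw (4950 to 5016) fell by 5.04 (SE 0.55) in the authors' deposited table. mt-Tg, the glycine tRNA (9391 to 9458), fell by 1.92 (SE 0.37, adjusted p = 1.3e-05) in the authors' deposited table and kept 26.5%. The valine tRNA mt-Tv, which lies between the rRNA genes (1025 to 1093), had a log2 fold change of -0.64 (SE 0.41, adjusted p = 0.551) in the authors' deposited table, or 64.0% of wild type. It did not pass as scaled by the authors, although its authors' mean of 3653 was among the higher values for tRNAs. It was called lower when centred on snoRNAs (-1.38, adjusted p = 0.0138) and when scaled to the implied totals (-1.54, adjusted p = 0.00371). The other tRNAs without a call, mt-Ta, mt-Ts1, mt-Ts2, mt-Td and mt-Tr, had values between -2.87 and -2.30 with standard errors from 0.97 to 1.24 in the authors' deposited table.

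**Figure D2:**
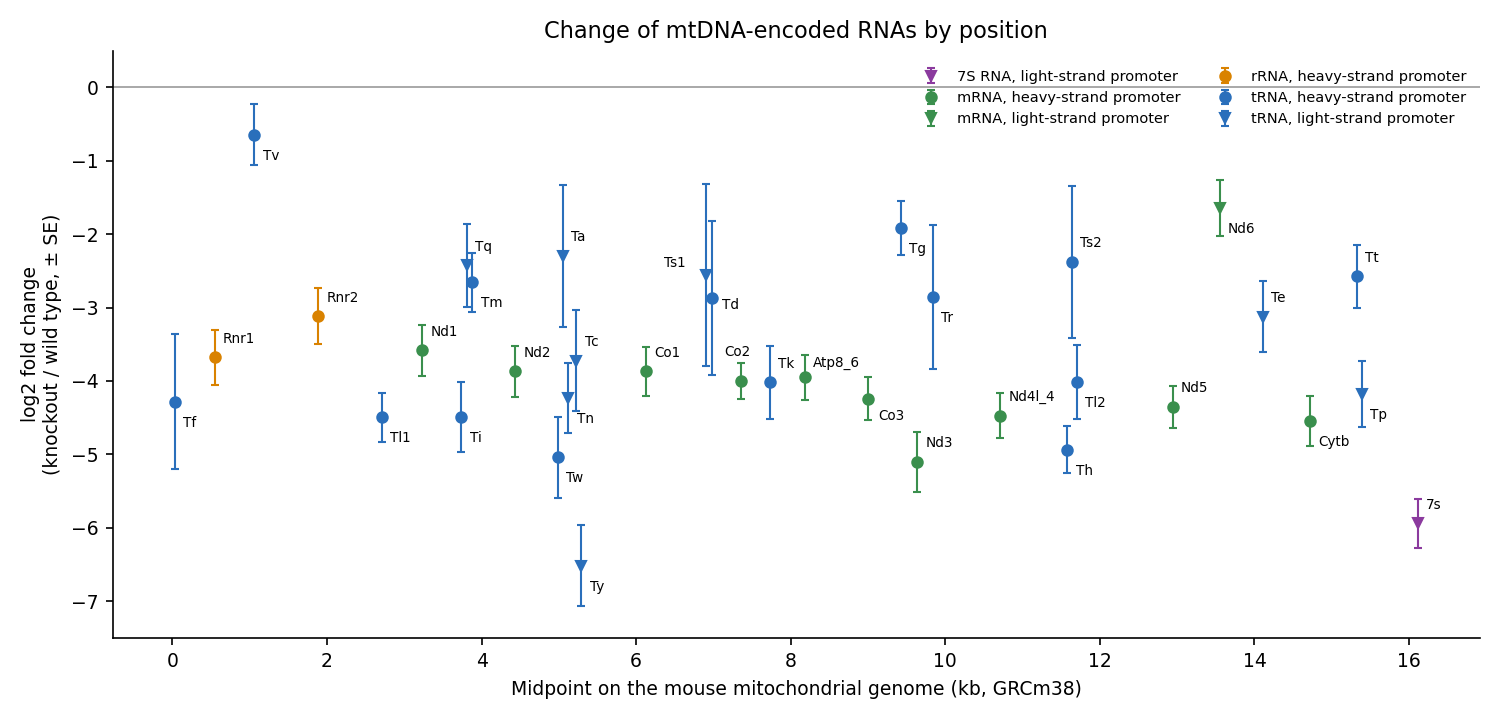
log2 fold change of knockout over wild type (vertical axis, bars the standard error) against the midpoint of each mtDNA feature in kb on GRCm38 (horizontal axis), from the authors' deposited table. Circles are transcribed from the heavy-strand promoter and triangles from the light-strand promoter. All 36 values lie below 0, from -6.52 for mt-Ty to -0.64 for mt-Tv.

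The study looked for a decline of transcripts with distance from the promoter, as in mice lacking the elongation factor Tefm. It described none in this knockout, from coverage of long and of short RNA scaled to reads mapped to mitochondria. Northern blots in the study also showed only full-length forms of a short light-strand transcript, whereas abnormally short forms accumulated without Tefm. The gradients below use fold changes of reads counted per gene in the small RNA libraries alone. They are no like-for-like test of the study's conclusion on elongation. Along the heavy-strand transcript, mRNAs far from the promoter had lower fold changes than mRNAs close to it, with a slope of -0.093 per kb over 10 features. Pearson's r across these features was -0.74 (permutation p = 0.0136, 0.0273 after adjustment over both gradients), and Spearman's rho was -0.90 (permutation p = 0.00075). Without the 2 mRNAs nearest the promoter, mt-Nd1 and mt-Nd2, the slope was -0.084 per kb over 8 features, and r was -0.58 and no longer called (exact permutation p = 0.132). The 14 heavy-strand tRNAs gave r of 0.07 (permutation p = 0.814). Mean fold changes did not differ detectably between tRNAs and mRNAs, by 0.50 for 22 tRNAs minus 11 mRNAs (permutation p = 0.259). The same held between strands, where 8 light-strand minus 14 heavy-strand tRNAs gave -0.26 (exact permutation p = 0.663). Features of a transcript are not independent replicates, and these tests hold across features of the same libraries.

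Heart muscle transcripts encoded in the nucleus were lower in the knockout libraries. Only fragments of mRNAs were read, and the sources differ on whether the RNA came from heart tissue or from isolated heart mitochondria. Values of nuclear genes here and below therefore describe these libraries and not necessarily expression in the heart. Of 20 genes of the adult cardiomyocyte, 11 fell and none rose over all features tested, and 12 fell adjusted over the list alone (median -1.42, camera adjusted p = 1.2e-14). They included regulators of calcium uptake into the sarcoplasmic reticulum, phospholamban (Pln), which fell by 2.28 (SE 0.37), and the calcium pump Atp2a2, which fell by 2.10 (SE 0.35) in the authors' deposited table. The contractile genes Myl3, Myl2 and Myh6 fell by 2.13 (SE 0.33), fell by 1.89 (SE 0.30) and fell by 1.55 (SE 0.21) in the authors' deposited table, and Ckm, the muscle creatine kinase, fell by 2.26 (SE 0.45). Ckm was also the only skeletal muscle marker tested. Of the 20 cardiomyocyte genes, 17 had negative and 3 positive values. Members near 0 included Tnnc1 at -0.27 (SE 0.26) and Des at 0.30 (SE 0.34) in the authors' deposited table, with authors' means of 66.5 and 26.8. Outside the list, Hrc, a calcium-binding protein of the sarcoplasmic reticulum (chromosome 7, 45335290 to 45338974), fell by 3.90 (SE 0.54, adjusted p = 3.8e-11) in the authors' deposited table. Cmya5, a muscle structural protein, fell by 2.43 (SE 0.50) in the authors' deposited table.

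Nuclear genes of oxidative phosphorylation and of fatty acid oxidation were lower as lists, with few single calls. All 41 nuclear genes of oxidative phosphorylation tested had negative values, and 3 of them fell over all features while 9 fell adjusted over the list alone (median -1.11, camera adjusted p = 2.0e-06). The 3 were Sdha of complex II, which fell by 1.95 (SE 0.48), Uqcrfs1 of complex III, which fell by 1.70 (SE 0.53), and Cox4i1 of complex IV, which fell by 1.35 (SE 0.42) in the authors' deposited table. Atp5b of the ATP synthase stood at -0.83 (SE 0.28, adjusted p = 0.0525) in the authors' deposited table. Of 19 genes of fatty acid oxidation, 5 fell over all features and 8 adjusted over the list alone (median -1.30, camera adjusted p = 3.9e-06). Lipoprotein lipase (Lpl) fell by 1.69 (SE 0.24), and the beta-oxidation enzymes Hadhb, Acadm and Acaa2 fell by 2.05 (SE 0.55), fell by 2.05 (SE 0.59) and fell by 2.04 (SE 0.56) in the authors' deposited table. Glycolysis as a list was not called (19 genes, median -0.47, camera adjusted p = 0.254), with 8 positive and 11 negative values, although 3 members fell, and the same number adjusted over the list alone. These were Eno3, which fell by 3.14 (SE 0.69), Pfkm, which fell by 2.15 (SE 0.49), and Ldhb, which fell by 1.97 (SE 0.47) in the authors' deposited table, with Slc2a4 at -1.80 (SE 0.76, adjusted p = 0.189). Among features with a mean of at least 10, neither oxidative phosphorylation nor fatty acid oxidation was called (camera adjusted p = 0.0979 for both), with 10 members each and medians of -1.38 and -1.49. The lower calls in these lists were 17 and 13 when centred on snoRNAs, 19 and 14 when scaled to the implied totals, and 8 and 6 when centred on features outside mtDNA.

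Matrix genes were higher in the knockout libraries, and genes of the fetal cardiac programme went both ways. Of 17 fibroblast and matrix genes, all had positive values, 8 rose over all features and 14 adjusted over the list alone (median 2.18, camera adjusted p = 2.5e-10). Col3a1 rose by 3.05 (SE 0.65), Bgn by 2.34 (SE 0.42), Col1a2 by 2.26 (SE 0.53) and Sparc by 2.18 (SE 0.55) in the authors' deposited table. The higher calls among matrix genes were 3 when centred on snoRNAs (median 1.45), 2 when scaled to the implied totals (median 1.29) and 8 when centred on features outside mtDNA. Of 10 genes of the fetal cardiac programme, 5 rose over all features (median 1.22, camera adjusted p = 0.00547), and 6 rose and 2 fell adjusted over the list alone. The 2 were Myh7, the slow myosin heavy chain, at -0.63 (SE 0.24), and Actc1, the cardiac actin, at -0.99 (SE 0.42) in the authors' deposited table, and neither passed over all features. The stretch-responsive genes Ankrd1 and Xirp2 rose by 1.99 (SE 0.35) and 1.33 (SE 0.43) in the authors' deposited table. Nppb, the precursor of brain natriuretic peptide, rose by 3.16 (SE 0.90) and the skeletal actin Acta1 by 2.23 (SE 0.64) in the authors' deposited table. The list was not called among features with a mean of at least 10 (6 members, median 1.22, camera adjusted p = 0.223). Nor was it called with a mean of at least 50 (4 members, median 0.35, camera adjusted p = 0.563). Its direction by calls depended on the scaling, with 1 higher and 2 lower both when centred on snoRNAs (median 0.49) and when scaled to the implied totals (median 0.33), and 3 higher and 1 lower when centred on features outside mtDNA. Flnc, an actin-binding filamin of muscle, rose by 1.16 (SE 0.37, adjusted p = 0.0317) in the authors' deposited table.

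Transcripts of the mitochondrial stress response, which is driven by the transcription factor Atf4, rose. Of 30 genes of this list, 12 were tested. All 12 had positive values, with 5 higher over all features and 7 adjusted over the list alone (median 2.90, camera adjusted p = 6.5e-06). Without a filter on the mean, 27 members had a median of 2.37 (camera adjusted p = 6.9e-15). Most features compared there had no adjusted p-value, so the smaller p-value is no added support. Gdf15, a secreted stress cytokine, rose by 5.41 (SE 1.26), asparagine synthetase (Asns) by 5.07 (SE 1.36), Atf4 by 4.59 (SE 1.13) and the glycyl-tRNA synthetase Gars by 3.08 (SE 0.85) in the authors' deposited table. The highest authors' mean in the list was 5.85, so these fold changes are imprecise. No member reached a mean of 10, and the list could not be tested there. When centred on snoRNAs or scaled to the implied totals, 3 members were higher.

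**Figure D3:**
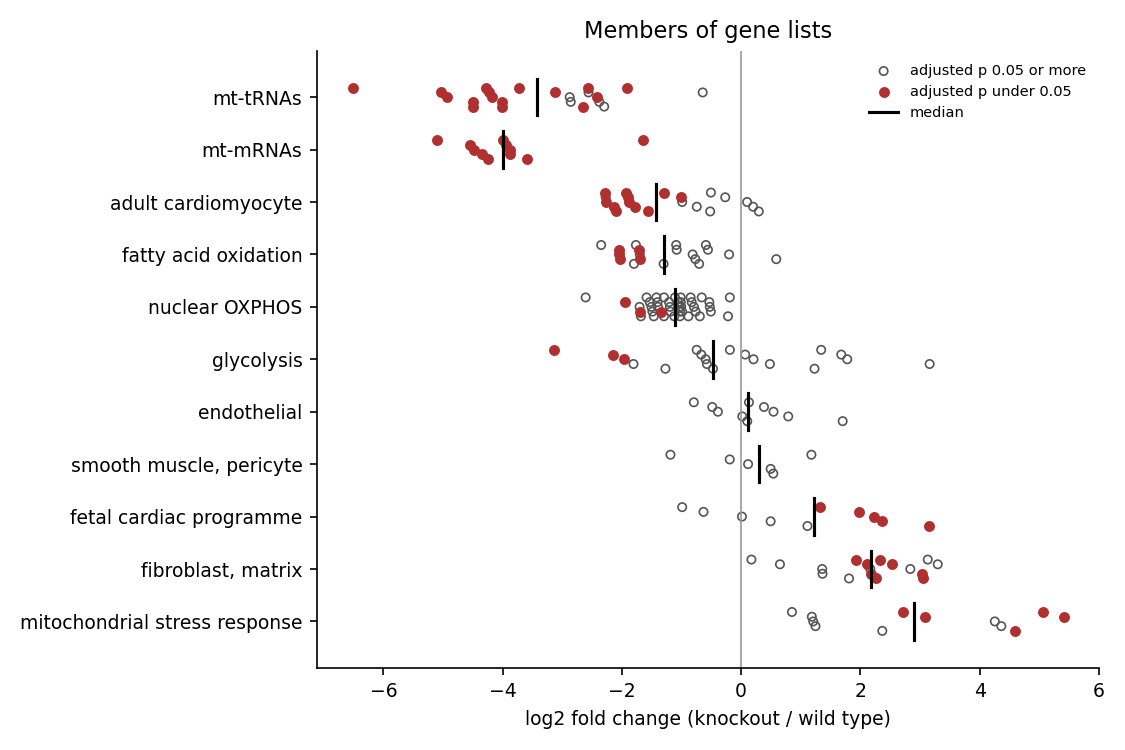
log2 fold change of knockout over wild type (horizontal axis) for each tested member of 11 gene lists, from the authors' deposited table. Filled points have an adjusted p under 0.05, open points do not, and the bar is the median of the list, from -4.00 for mitochondrial mRNAs to 2.90 for the mitochondrial stress response.

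Markers of other cell types gave no list call among the features tested, but leukocyte genes were called without a filter on the mean (11 members, median 1.80, camera adjusted p = 0.00756). Most features compared in that setting had no adjusted p-value, so the leukocyte call is weak. The 10 endothelial genes had a median of 0.12 (camera adjusted p = 0.855) and the 6 smooth muscle and pericyte genes 0.31 (camera adjusted p = 0.955). No member of either changed over all features or adjusted over the list alone, and at DESeq2's unadjusted p under 0.05 the counts were 0 and 1. Vwf stood at 1.70 (SE 0.98, adjusted p = 0.459) and Rgs5 at -1.18 (SE 0.57, adjusted p = 0.293) in the authors' deposited table. Of 3 leukocyte genes, the macrophage lysozyme Lyz2 rose by 2.21 (SE 0.67, adjusted p = 0.0218) in the authors' deposited table (list median 1.99, camera adjusted p = 0.168), and it alone passed adjusted over the list alone. The 4 erythroid genes, all globins, had a median of 0.86 (camera adjusted p = 0.369) and no calls, also none (0) at DESeq2's unadjusted p under 0.05. Plin4, the only adipocyte gene tested, stood at -0.40 (SE 0.87, adjusted p = 0.949) in the authors' deposited table. Of 28 genes of mtDNA maintenance and expression, 3 were tested and none changed by DESeq2, with 1 at an unadjusted p under 0.05 (median -0.54, camera adjusted p = 0.955), with Lonp1 at 1.41 (SE 0.69), Fastk at -1.83 (SE 1.17) and Lrpprc at -0.54 (SE 0.64) in the authors' deposited table.

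Small nucleolar RNAs, guides for the modification of ribosomal RNA, made up most of the reads. Their implied share was 64.8% in wild type and 78.5% in the knockout, from the authors' deposited table. Of 120 snoRNAs tested by DESeq2, 24 rose and none fell, with 1 lower at an unadjusted p under 0.05. The 77 with a mean of at least 10 had a median of 0.73, which was -0.16 after scaling to the implied totals. With that scaling 4 were higher and 12 lower, so their general direction depends on the scaling. Snord93 (chromosome 5, 23852210 to 23852280) rose by 4.00 (SE 0.36, adjusted p = 8.3e-26) in the authors' deposited table. Mir3096 (chromosome 5, 23710991 to 23711061), annotated there as a snoRNA, rose by 4.60 (SE 0.37, adjusted p = 1.3e-32) in the authors' deposited table. These genes are nearly identical in sequence (98.6%), and the counting could have split reads between them. Snord49a rose by 2.47 (SE 0.36) and had an authors' mean of 81918 in the authors' deposited table. Of the other features with the highest means, Gm26202 rose by 1.49 (SE 0.35), Gm23344 by 1.26 (SE 0.32) and Snord43 by 1.48 (SE 0.39), while Snord55 stood at 0.91 (SE 0.36, adjusted p = 0.136) in the authors' deposited table.

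Among other noncoding RNAs, some hosts of snoRNA genes rose. Of 6 nuclear and snoRNA host transcripts, 2 rose both over all features and adjusted over the list alone (median 0.73, camera adjusted p = 0.0258), namely Snhg12 by 1.76 (SE 0.41) and Gas5 by 1.24 (SE 0.36) in the authors' deposited table. These contain 5 and 10 annotated snoRNA genes. Of the members without a call, Snhg1 at 0.87 (SE 0.39) and Rian at 0.60 (SE 0.67) contain 8 and 13, and Malat1 at -0.11 (SE 0.25) and Neat1 at 0.19 (SE 0.40) contain none, with values from the authors' deposited table. The call was lost among features with a mean of at least 10 (5 members, median 0.87, camera adjusted p = 0.223). After scaling to the implied totals the median of the 6 was -0.16, with 0 higher and 1 lower. Of 7 RNA polymerase III transcripts, Vaultrc5 rose by 1.08 (SE 0.29) in the authors' deposited table and was the only one adjusted over the list alone (list median 0.54, camera adjusted p = 0.139). The list of spliceosomal RNAs had 8 members tested and no call by DESeq2 (median 0.32, camera adjusted p = 0.369). The only member at an unadjusted p under 0.05 was Rnu73b, at 1.02 (SE 0.39), which the authors' deposited table annotates as a snoRNA. The processed pseudogene Gm5421 fell by 1.14 (SE 0.38, adjusted p = 0.0449) in the authors' deposited table.

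MicroRNAs were poorly covered. Of 19 features annotated as miRNA and tested, 2 rose and 1 fell. The 2 were Snord43, a snoRNA by name, and Mir5099, which rose by 1.89 (SE 0.48) in the authors' deposited table. Gm47295 fell to 50.1% of wild type (adjusted p = 0.0437) in the authors' deposited table. It shares 77 of its 79 bases and its strand with Rn7s1, a gene of the 7SL RNA that stood at -0.07 (SE 0.29) in the authors' deposited table, so the reads of these genes are uncertain. Of muscle miRNAs only Mir1a-1 was tested, at -3.63 (SE 1.34, adjusted p = 0.0919) in the authors' deposited table with an authors' mean of 2.11. With 1 member tested, adjustment over the list alone leaves its p of 0.00667 by DESeq2 unchanged and is no further support. Mir27a at 0.66 (SE 0.52) and Mir24-2 at 0.30 (SE 0.60) of the cardiac stress list, and Mir16-1 at 1.26 (SE 0.86) of the blood list, did not pass in the authors' deposited table. No member of the let-7, miR-29 and miR-30, Dlk1-Dio3 or vascular lists had an adjusted p-value in the authors' deposited table. Without a filter on the mean, camera did not call let-7 (4 members, adjusted p = 0.918), miR-29 and miR-30 (5 members, adjusted p = 0.937) or Dlk1-Dio3 (3 members, adjusted p = 0.918), and it placed 5 muscle miRNAs lower (median -2.66, adjusted p = 0.00439). Most features compared there had no adjusted p-value, and of the muscle miRNAs only Mir1a-1 had one, so the muscle call is weak.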

Values the study reported

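By qPCR, the study reported that mtDNA in *Rnaseh1* knockout hearts stood at about 22–31% of the wild-type amount in mice aged 8 weeks. In mice aged 24 weeks the reported figure was about 4%.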

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

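The settings for means of at least 10, the centring and scaling of fold changes, and camera on ranks, with a higher preset correlation or without mtDNA features were chosen after the data had been seen. A mean of at least 50 was planned for counts of calls and for gene lists, and was added later for comparisons of mitochondrial classes and for gradients. The others were planned before the data were examined.

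The mtDNA calls ranged from 26 to 36 features under 6 settings, all lower. The 162 calls became 92 with a mean of at least 50, when fewer features were tested, 256 when centred on snoRNAs and 329 when scaled to the implied totals, with 70, 103 and 97 calls shared. The centring shifted fold changes by 0.73 and the scaling by 0.89 on the log2 scale. Of 99 named genes none changed sign with a call, and 19 lost and 6 gained their call under the scaling to implied totals. The 19 were Acta1, Cdkn1a, Col1a2, Flnc, Gars, Gas5, Gm23344, Gm26202, Hspa8, Lyz2, Mir5099, Nppb, Rpl4, Rpl7a, Snhg12, Snord43, Sparc, Vaultrc5 and Xirp2. Without a filter on the mean, Acadm, Acta1, Cdkn1a, Cox4i1, Flnc, Gas5, Gm47295, Gm5421, Hspa8, Lyz2, Nppb, Uqcrfs1 and Xirp2 lost theirs. The r of the mRNA gradient was -0.58 without the 2 genes nearest the promoter, with 8 features left and a slope of -0.084 per kb against -0.093. With a mean of at least 10, the adjusted p was 0.223 for the fetal programme (6 members, median 1.22) and for snoRNA hosts (5, median 0.87), and 0.0979 for oxidative phosphorylation (10, median -1.38) and for fatty acid oxidation (10, median -1.49). With a mean of at least 50 it was 0.563 for the fetal programme (4, median 0.35) and 0.347 for snoRNA hosts (4, median 1.05). Fewer members and other features were tested there, and the cause was not tested further. The list calls held at a preset correlation of 0.05, on ranks and without mtDNA features. They were lost at a preset correlation of 0.07 for snoRNA hosts, 0.11 for the fetal programme, 0.15 for oxidative phosphorylation, 0.23 for fatty acid oxidation, 0.3 for the stress response, 0.46 for matrix genes and 0.57 for cardiomyocyte genes. Without a filter on the mean, the muscle miRNA (adjusted p = 0.00439, lower), glycolysis (0.00466, lower), leukocyte (0.00756, higher) and RNA polymerase III lists (0.0187, higher) were called as well. Lists were compared there with all 14456 features, most of them without an adjusted p-value. Glycolysis had the same 19 members and median (-0.47) as in the main test, so its call came from the features compared. Calls and smaller p-values in this setting are therefore no added support. Which of the calls hold with an estimated correlation could not be computed.

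No paired analysis was possible because the columns of the second deposited sheet carry no replicate numbers that match the library titles. Not run for the same reason were other pseudocounts, scaling to library totals, TMM and median-of-ratios factors, edgeR and DESeq2 fits, leaving out each library, camera with an estimated correlation, fry, and the other forms of the shares and ratios per library. Low means limited the tests, and 33 of the 162 calls had a mean under 10.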

Other observations

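The tests in this part were chosen only after the results were seen, except that the setting without a filter on the mean was planned.

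Some of the largest changes lay outside the fixed lists. Thrombospondin 1 (Thbs1), a matrix protein that activates TGF-beta, rose by 4.76 (SE 1.2) and the acute-phase protease inhibitor Serpina3n by 4.76 (SE 1.3) in the authors' deposited table. The cell cycle inhibitor Cdkn1a rose by 3.95 (SE 1.31, adjusted p = 0.045) in the authors' deposited table, a call lost without a filter on the mean (adjusted p = 0.239) and under each other scaling (adjusted p up to 0.112). Coq8a, which acts in coenzyme Q synthesis, fell by 3.47 (SE 0.85) in the authors' deposited table. All of these had an authors' mean under 10 and were chosen after their values were seen.

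The 3 protein-coding genes that rose with a mean of at least 100 all contain annotated snoRNA genes. In the authors' deposited table, Rpl7a rose by 1.76 (SE 0.32), Rpl4 by 1.33 (SE 0.33) and Hspa8 by 1.15 (SE 0.35). All of these calls were lost when scaled to the implied totals, with log2 fold changes of 0.87 for Rpl7a (adjusted p = 0.0509), 0.44 for Rpl4 (0.426) and 0.26 for Hspa8 (0.674). When centred on snoRNAs only Rpl7a was called, and Hspa8 was also lost without a filter (adjusted p = 0.109) and when centred on features outside mtDNA. Among ribosomal protein genes, the 16 with a snoRNA gene inside had a median log2 fold change of 0.64, 2 higher calls and means up to 3078. The 9 without had a median of 0.70, no calls and means of at most 3.67, so the groups differ in abundance and the medians are no like-for-like comparison.

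Mitochondrial tRNAs fell by unequal amounts, from 1.09% of wild type for mt-Ty to 64.0% for mt-Tv as scaled in the authors' deposited table. A single factor for all of them, such as scaling or less mitochondrial material, is argued against by a weighted squared deviation of 7.69 per degree of freedom over 22 tRNAs, where about 1 would be needed. Wild-type reads carried over into knockout libraries are argued against as well, because mt-Ty kept at most 2.31% (upper 95% limit) while mt-Tv kept at least 36.5%. Reads shared with nuclear copies of mtDNA stay open: the annotated copies had means of at most 0.525, but none of them was shown to be a copy of mt-Tv. Unequal stability of tRNAs in the knockout may contribute and was not tested.

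Cardiomyocyte genes fell while matrix genes rose. A lower share of cardiomyocyte RNA as the whole cause would raise other cell types alike, but matrix genes exceeded vessel markers by 1.97 on the log2 scale (means 2.13 for 17 and 0.17 for 15 genes, permutation p = 1e-05, the smallest that 100000 resamples can give). Permutations here treat genes as independent, so their p-values describe genes of the same libraries and not variation between animals. The vessel markers, without Acta2 of the fetal list, were low (highest authors' mean 10.6). With leukocyte and erythroid genes added, the excess over all 22 markers was 1.70 (permutation p = 1e-05), but 15 of these were the vessel markers. Leukocyte genes (3 genes, median 1.99, or 1.80 for 11 without a filter on the mean) had a median near that of matrix genes, as a lower cardiomyocyte share would give. The 3 genes differed, with Lyz2 at 2.21 (SE 0.67), C1qa at 1.99 (SE 1.30) and Csf1r at 0.09 (SE 1.07). They are too few and too imprecise to decide. Erythroid genes (4) had a median of 0.86. The argument from other cell types therefore rests on vessel markers with few reads. Cardiomyocyte genes also fell unequally, although 17 of 20 had negative values. Tnnc1 stood at -0.27 (SE 0.26) and Des at 0.30 (SE 0.34) against Myl3 at -2.13 (SE 0.33). A lower cardiomyocyte share alone would lower them alike, but these 3 genes were picked after their values were seen. Each scaling tried shifts all genes by a constant of at most 0.89. The median of matrix genes stayed at 1.29 or above under 4 scalings, so these shifts were too small for the whole rise. Their higher calls fell from 8 as deposited to 2 when scaled to the implied totals, and a larger shift was not tested. For cardiomyocyte genes scaling stays open, because the other scalings tried could only lower their median of -1.42. If the RNA came from isolated mitochondria, unequal carry-over of cytosolic RNA may also matter, and it was not tested.

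Snord93 and Mir3096 rose far more than other snoRNAs, with a gap of 1.53 on the log2 scale between the lower of the pair and the highest of 75 other snoRNAs with a mean of at least 10. Their sequences of 71 bases differ by 1 base (98.6% identity), and their fold changes differ by 0.60 (SE 0.52), so both values may come from the reads of 1 gene. Reads were not tested for their copy of origin, and no explanation was tested for the rise of the pair.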
